A study of Mus musculus with 8 samples. Its data were reported in "The RNA‐binding protein Snd1/Tudor‐SN regulates hypoxia‐responsive gene expression" (2023).

How the data were processed

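RNA from the livers of 8 male mice, 4 WT and 4 Snd1 KO, was measured on Illumina MouseRef-8 v2.0 bead arrays, with 1 array per animal. The study's methods describe the samples as biological quadruplicates, so each array was taken as 1 replicate. Groups and replicate numbers were taken from the sample titles.

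The authors deposited a table of probe intensity that was not normalized, with a detection p-value for each probe on each array, and a second table of processed intensity. In the table that was not normalized the authors' values are bead-averaged intensity on a linear scale. Values ran from 75.2 to 22138 over all arrays and no value was at or below 0. The deposited detection p-value gives the rank of a probe's intensity among the negative control beads of its array. The processed intensity values of the authors are on a linear scale and had nearly equal medians on all arrays (92.8 to 92.9), and within each array they kept the rank order of the unprocessed values (Spearman's rho of 1). According to the study's methods normalized intensities of the groups were compared in Chipster with a 2-group test, and no covariate is named. The scanner software for the liver arrays, the software of the normalization and the exact form of the test are not given in the sources used here. No column of per-sample values lacked a sample.

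In R 4.3.3 with limma 3.58.1 the background of the unprocessed intensity was corrected with normexp, with the moments of the negative controls inferred from the detection p-value and an offset of 16, followed by quantile normalization over all 8 arrays and log2. The offset compresses the fold changes of dim probes. Quantile normalization gives every array the same distribution, so a change of total RNA per cell would not be seen. Of 25697 probes 23978 had 1 gene symbol in the platform annotation, 0 had several and 1719 had none there. The gene ID of 23962 probes matched the gene table of the mouse assembly GRCm38.p6, which changed 0 symbols, and the other named probes kept the name of the annotation. Probes with a symbol and a detection p-value under 0.05 on at least 4 of the 8 arrays were kept (10945 probes). A gene that is high in 1 group alone can pass this filter, so a list of genes mostly under detection is weighted to members that are high in 1 group. Each gene was represented by its probe with the highest mean over all 8 arrays, which gave 8134 genes, of which 2063 had more than 1 kept probe. Among the genes named in the text, probes that moved against the probe used (of Insig1, Acsl3, Txn1, Nqo1, Clock, Prf1, Cd8b1 and Oit3) were all below the filter. Probes for close paralogs can bind each other's transcripts, so Saa1 and Saa2, the Orm, Mup, Acot, Gsta and Cyp4a genes and the clustered histone genes are uncertain as single genes.

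KO and WT were compared with limma (lmFit and eBayes, 2-sided, no covariate), and p-values were adjusted by the Benjamini-Hochberg method over the 8134 genes. A gene was called at an adjusted p under 0.05. Log2 fold changes are KO minus WT with their standard errors. Where none of a gene's probes was detected in a group, the fold is given, on the background-corrected scale, as at least the ratio of the other group's mean to the mean of, per array, the higher of the lowest detected signal and the probe's own signal. Of the 31 gene and cell type lists 5 were primary (acute phase, hypoxia-inducible, male-biased, female-biased and neutrophil granule). Each was tested with limma's camera at a preset correlation of 0.01 between genes, adjusted over the 31 lists, and again with camera at an estimated correlation and with fry, which asks if a list moves one way on balance without comparing it with other genes. With the preset correlation 12 lists were called, with an estimated correlation 1 (female-biased, and not without the detection filter or with the strict one), and with fry 4 (acute phase, male-biased, female-biased, and stellate cells and fibroblasts). Counts in a list adjusted over the list alone treat its members as the only genes tested.

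The tests, lists, alternatives and the rule for named genes were fixed before the data were examined, but after the paper had been read. The study's supplement tabulates altered genes of these arrays, among them members of primary and of other lists, so tests of those lists are not independent of the study. The rule names Snd1 and the genes that the study's text names for these arrays, the 10 largest called changes in each direction whose groups do not overlap, up to 4 members of each list with the lowest p, and genes of values that stood apart from their group. The array build is not named, so the gene table served only for names and for the order of neighbouring genes.

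The analysis was tested on simulated data with residual variances drawn at random from those of the real genes. For the simulated comparison of KO with WT over 9933 genes, 20.4% of genes changed by 0.5 on the log2 scale were called, 73.9% of those changed by 1, 97.9% at 1.5 and 93.3% at 2, with 4 false calls among 136. Estimated changes were smaller than the true ones, with a median of 0.81 for a change of 1. Of 200 simulated lists without a shift 3% had a camera p under 0.05. The simulation draws genes independently, so it does not cover the correlation within real lists. It also assigns variances whatever the intensity and gives both groups the same spread. It therefore does not cover the wider spread of the KO arrays, and its rates need not hold for the real data.

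Alternatives were another background correction (normexp with an offset of 50, or none), cyclic loess, median scaling, the authors' processed values, no detection filter, a strict filter (detection p under 0.01 on all 8 arrays), the mean of a gene's probes, every probe for itself, the replicate number as a block, an intensity trend with a robust prior, array weights, each array left out in turn, and other thresholds. A block for the chip was planned but not run, because the sources used here name no chip or scan date for the arrays. Alternatives chosen after the data were seen were KO 2 and KO 3 alone against WT, WT 1 and KO 1 left out together, sex-biased members detected on all 4 WT arrays, and counts over 2-fold from every probe of the authors' processed values. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.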

Results

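Liver RNA from 4 wild type (WT) and 4 Snd1 knockout (KO) male mice, 8 to 12 weeks old, was hybridised to bead arrays that carry 25697 probes, with 1 array per animal. The question was which transcripts of the liver depend on Snd1, a protein with staphylococcal nuclease-like domains and a Tudor domain that binds RNA. Between 10684 and 12134 probes were detected per array. Mean probe intensity was 262 to 283 on the WT arrays, 290 on KO 2 and 281 on KO 3, but 215 on KO 1 and 223 on KO 4, so 2 of the KO arrays were dimmer before normalization. After normalization the correlation between any 2 arrays, across genes, was 0.957 to 0.993. The KO arrays lay farther apart than the WT arrays: along the principal component that held 44.5% of the variance WT arrays ranged from −14.9 to −10.6, and KO 1, KO 2, KO 3 and KO 4 lay at −7.38, 6.75, 21.1 and 32.3. With 4 arrays per group, their number limits the precision of every value below.

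Snd1 itself was reduced on the array of each KO animal. Its probe read 6.79 ± 0.05 (SD, n = 4) on the log2 scale in WT livers and 4.203 ± 0.038 (SD, n = 4) in KO livers, where it was not detected on any array. On the background-corrected scale the KO level was at least 4.90-fold lower (limma log2 fold change −2.59 ± 0.09 SE, adjusted p = 3.03e-07), and it had the lowest p of all genes tested. The size depends on the background correction: the log2 fold change was −1.43 with an offset of 50, −1.07 without background correction and −1.07 with the authors' processed values (adjusted p over all alternatives 4.62e-09 to 1.00e-04). The targeting removed exon 1, and the place of the probe in the transcript is not given in the sources used here, so the data do not show if the probe reads the deleted exon or the transcript that is left. The study reports no Snd1 protein in KO liver by western blot, and Snd1 as the top gene by significance in its sequencing. It also states that Snd1, low in WT liver, was not among the most reduced genes of its array results.

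**Figure D1:**
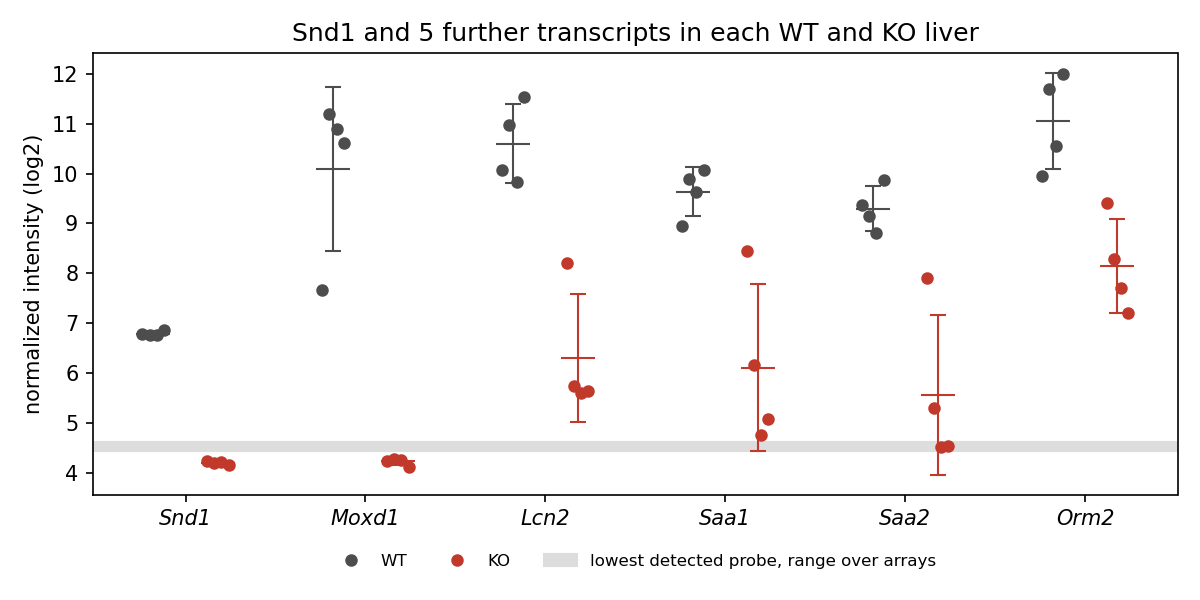
Normalized log2 intensity of Snd1 and of Moxd1, Lcn2, Saa1, Saa2 and Orm2 in each WT (grey) and KO (red) liver, with the mean and SD (n = 4), and the range over arrays of the lowest detected probe as a grey band. Snd1 and Moxd1 lie below the band on all 4 KO arrays, and KO 1 has the highest KO value of Lcn2 (8.21), Saa1 (8.44), Saa2 (7.91) and Orm2 (9.41).

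Beyond Snd1, the deepest reductions in KO livers were those of Moxd1, a monooxygenase related to dopamine beta-hydroxylase (not detected in KO, at least 48.3-fold lower, adjusted p = 0.00222), the iron-siderophore carrier Lcn2 (log2 fold change −4.30 ± 0.58 SE, adjusted p = 0.00623), the adipokine Serpina12, or vaspin (−3.81 ± 0.76, adjusted p = 0.0313), and the serum amyloids Saa2 (−3.73 ± 0.63, adjusted p = 0.0183) and Saa1 (−3.52 ± 0.66, adjusted p = 0.0264). Dct, an enzyme of melanin synthesis (−2.94), Orm2 (−2.90), the thyroid hormone deiodinase Dio1 (−2.60) and Saa3 (−2.19) completed the 10 largest reductions. The largest rise was in Cyp4a14, a fatty acid omega-hydroxylase (4.10 ± 0.46 SE, adjusted p = 0.00245, or 17.2-fold). It was followed by Cyp17a1, a steroidogenic cytochrome P450 (1.95 ± 0.34, adjusted p = 0.0197), the acyl-CoA thioesterase Acot3 (1.92 ± 0.17, adjusted p = 8.02e-04), the lysophospholipid transporter Mfsd2a (1.86), the glutathione transferase Gsta2 (1.78), periplakin Ppl (1.66), the hydroxysteroid dehydrogenase Hsd17b6 (1.495), the cationic amino acid transporter Slc7a2 (1.47), Serpina6, which encodes the corticosteroid-binding globulin (1.45), and Papss1, which makes the sulphate donor of sulphation reactions (1.34). KO 1 stood nearest to WT in several of these: Serpina12 read 10.98 on KO 1 and 6.57 to 7.43 on the other KO arrays, against 11.77 to 11.91 in WT. Moxd1 read 7.66 on WT 1 and 10.62 to 11.20 on the other WT arrays.

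In total limma called 207 of 8134 genes at the adjusted p threshold of 0.05, of which 96 (46.4%) were higher and 111 were lower in KO, and the smallest called change was 1.39-fold. The count over 2-fold was 24 higher and 46 lower. All 4 KO values lay outside the range of the WT values for 875 genes (10.8%), including 205 of the called genes. Exchangeable arrays would give 2.86% on average over all splits. Genes move together across arrays, so 1 split can lie far from that average, and this share was not computed for the other splits. The count of called genes depended on single arrays: it was 49 without WT 2, 41 without WT 3, 66 without WT 4, 522 without KO 1, 136 without KO 2, 49 without KO 3 and 119 without KO 4. With median scaling in place of quantile normalization it was 97, of which 14 (14.4%) were higher, and it was 96 without the detection filter and 2190 with array weights. Among the 20 genes with the largest changes, Snd1, Moxd1, Lcn2, Cyp4a14, Acot3, Ppl, Slc7a2, Serpina6 and Dct kept their call with any 1 array left out, and the other 11 each lost it without at least 1 of WT 1, WT 2, WT 3, WT 4, KO 2, KO 3 and KO 4 (adjusted p up to 0.14, for Mfsd2a without WT 3). Leaving out KO 1 deepened the log2 fold change of Serpina12 to −4.80, Lcn2 to −4.93, Saa1 to −4.30 and Saa2 to −4.51. Leaving out WT 1 took that of Moxd1 to −6.67, a fitted value, as no KO array detected Moxd1. Without background correction, changes of transcripts near or under detection in 1 group were smaller. Moxd1, bright in WT but not detected in KO, was at −3.78, and Cyp4a14, dim in WT, was at 2.45.

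**Figure D2:**
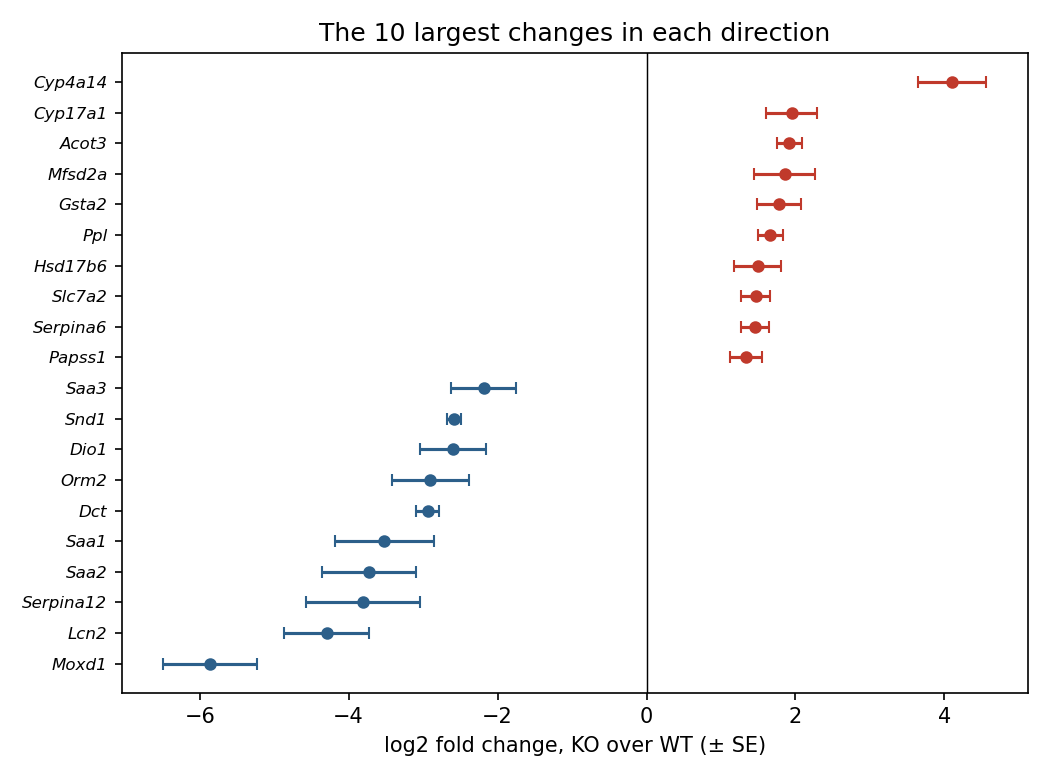
Log2 fold change (KO over WT, ± SE) of the 10 genes with the largest rise (red) and the 10 with the largest reduction (blue) among called genes whose KO and WT values did not overlap. Rises span 1.34 (Papss1) to 4.10 (Cyp4a14), and reductions span −2.19 (Saa3) to −5.86 (Moxd1), with Snd1 at −2.59; the values of Snd1 and Moxd1 are fitted, as neither was detected in KO.

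Acute phase genes, which encode plasma proteins that the liver secretes in inflammation, were lower in KO livers. Of 26 measured members 6 fell and 20 did not pass: Lcn2, Saa1, Saa2, Saa3, Orm2 and Apcs, the serum amyloid P component (−1.52 ± 0.25 SE, adjusted p = 0.0154). Adjusted over the list alone, 11 were lower. The study's text names Lcn2, Orm2, Saa1 and Saa2 for these livers, so these counts are not independent evidence of the direction, and without these members the median log2 fold change was −0.40 over 22 genes. Over all members the median was −0.62, with 22 of 26 below 0 (limma's camera, adjusted p = 4.15e-09), and the call was lost with an estimated correlation between members (adjusted p = 0.0966 with an estimated correlation). The list median was 10.95 to 11.74 in WT, 10.99 on KO 1 and 9.69 to 10.46 on the other KO arrays. Left out singly, WT 2, WT 3, WT 4, KO 2, KO 3 and KO 4 each ended the call of at least 1 of Orm2, Saa1, Saa2, Saa3 and Apcs (adjusted p up to 0.107, for Saa3 without KO 3), and none ended that of Lcn2, while the list median was −0.39 without WT 1. Neutrophil granule transcripts were mostly at low levels, with 5 of 22 measured. The calprotectin subunits S100a8 (−1.22 ± 0.45 SE, adjusted p = 0.194) and S100a9 (−0.53, adjusted p = 0.386), the protease Prtn3 (−1.13, adjusted p = 0.288) and Mmp9 (−0.19, adjusted p = 0.449) did not pass. None of the 5 was called by limma, over all genes or over the list alone, and 1 had an unadjusted p under 0.05. Their median of −0.53 was not called either (camera, adjusted p = 0.0914, and 0.365 as the adjusted p with an estimated correlation). Leaving out WT 1 together with KO 1 brought the median to −0.62 (adjusted p = 0.0431, range over all alternatives 0.0431 to 0.365). It ranged from −0.76 to −0.34 with 1 array left out, without a call. It was −0.18 without background correction and with the authors' processed values, and −0.0099 over 21 genes without the detection filter.

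Genes that male and female mouse livers express at different levels moved, as lists, in opposite directions in these males. Of 25 measured male-biased genes 9 fell and 0 rose. They included Moxd1, the oxysterol hydroxylase Cyp7b1 (−1.85 ± 0.17 SE, adjusted p = 8.02e-04), the G protein subunit Gna14 (−1.73 ± 0.19, adjusted p = 0.00222) and the selenium-binding protein Selenbp2 (−1.52 ± 0.18, adjusted p = 0.00347). The calls of these 4 held with any 1 array left out. Over the 25 male-biased genes, 20 below 0 and 5 above, the median was −0.47. It was called (camera, adjusted p = 4.15e-09), but not with an estimated correlation (adjusted p = 0.0966 with an estimated correlation), and it was −0.44 without Moxd1. Of 11 measured female-biased genes 6 rose and 0 fell, among them Cyp4a14, Cyp17a1, Acot3, its paralog Acot4 (1.15 ± 0.19 SE, adjusted p = 0.0182) and the lipoprotein receptor Vldlr (1.16 ± 0.19, adjusted p = 0.0171). Over the 11 female-biased genes, 9 above 0 and 2 below, the median was 1.16 (camera, adjusted p = 4.89e-08, and 0.0292 as the adjusted p with an estimated correlation). It was 0.73 with an offset of 50, and 0.68 without background correction and with the authors' processed values. The other 32 of the 43 fixed female-biased genes were not measured above the filter, which a high level in KO helps a gene to pass: Vldlr was detected on 1 WT array and Cyp4a14 on 2, and each on 4 KO arrays. Without the filter the median of 31 female-biased genes was 0.079 (camera, adjusted p = 5.34e-05), and over the 8 members detected on all 4 WT arrays it was 0.93 (adjusted p = 7.55e-04, range over single alternatives 3.38e-12 to 0.0292). The call with an estimated correlation was lost in these settings (adjusted p = 0.0779 and 0.0966 with an estimated correlation). Adjusted over the list alone, 12 male-biased genes were lower, and 9 female-biased genes were higher with 1 lower. Members of both lists stand in the study's figures, so these counts are not independent evidence of direction. Single arrays among WT 2, WT 3, WT 4 and KO 3 ended the calls of Cyp17a1, Acot4 and Vldlr when left out (adjusted p up to 0.077, for Cyp17a1 without WT 3). In the growth hormone and IGF axis, which sets these sex differences, 2 of 15 measured members rose, the IGF carriers Igfbp2 (0.75 ± 0.14 SE, adjusted p = 0.0228) and Igfbp3 (1.02 ± 0.20, adjusted p = 0.0285). Cish, a feedback inhibitor (1.48 ± 0.64, adjusted p = 0.267), and Igfbp1 (0.74, adjusted p = 0.21) did not pass, and the list was not called (median 0.06, camera adjusted p = 0.283). Adjusted over the list alone, 2 were higher. Leaving out any of WT 1, WT 2, WT 3, WT 4, KO 3 and KO 4 ended the call of Igfbp3 (adjusted p up to 0.0974), and WT 2, WT 3, WT 4 and KO 3 that of Igfbp2 (up to 0.0826). Igfbp1 was called without KO 1 (1.01, adjusted p = 0.0263).

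Hypoxia-inducible genes, the subject of the study, showed 1 rise and 0 falls among 37 measured members. The gene that rose was Vldlr, also a member of the female-biased list. The study rests its link to hypoxia on other evidence than such a list. It compared its changed genes with those of mouse livers under simulated high altitude, and it used microRNA sequencing and reporter assays. None of these was repeated here, so the list does not test that link. The collagen hydroxylase P4ha2 (0.57 ± 0.13 SE, adjusted p = 0.0508), the transferrin receptor Tfrc (1.77 ± 0.41, adjusted p = 0.0511) and the glycolytic aldolase Aldoa (0.71 ± 0.17, adjusted p = 0.0525) did not pass over all genes. Adjusted over the list alone, 4 were higher and 1 lower, which is not independent evidence because the study chose this subject on these livers. The median of 0.10 was not called (camera, adjusted p = 0.0578, and 0.365 as the adjusted p with an estimated correlation). It was called without WT 1 (0.15, adjusted p = 0.0148) and without KO 3 (0.13, adjusted p = 0.0302), and it was −0.00024 with median scaling (adjusted p = 0.0734, range over all alternatives 0.0145 to 0.365). Leaving out WT 2, WT 3, WT 4 or KO 3 ended the call of Vldlr (adjusted p up to 0.067). Tfrc was called without WT 1 (2.22) or KO 1 (1.99), P4ha2 without KO 1 (0.58) and Aldoa without WT 1 (0.80).

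Of 26 measured genes of fatty acid synthesis 5 rose and 0 fell: the desaturases Fads2 (1.31 ± 0.16 SE, adjusted p = 0.00545) and Fads1 (0.71 ± 0.14, adjusted p = 0.0313), the elongase Elovl5 (0.98 ± 0.21, adjusted p = 0.0363), the acyl-CoA synthetase Acsl3 (1.10 ± 0.19, adjusted p = 0.0194) and Lpin2, which lies outside the rule for named genes and was named after its value was seen. Adjusted over the list alone, 12 were higher and 1 lower. The list median was 0.50 (camera, adjusted p = 3.48e-07, and 0.365 as the adjusted p with an estimated correlation). Among PPAR alpha targets and genes of fatty acid oxidation 4 of 36 rose, Cyp4a14, Acot3, Acot4 and the mitochondrial dehydrogenase Acadl (0.79 ± 0.16, adjusted p = 0.0313), and 3 of these are also on the female-biased list. A further kept probe of Acadl, detected on 8 arrays, changed by only 0.29, so the size of its rise depends on the probe. Adjusted over the list alone, 9 were higher. The median of that list was 0.08 (camera, adjusted p = 0.0291, and 0.551 as the adjusted p with an estimated correlation), it was −0.05 with median scaling, and the call ended without WT 2, WT 4, KO 1 or KO 4 (adjusted p = 0.431 without KO 1, with a median of 0.0016, and a median of 0.12 without KO 3). It also ended without background correction, with the authors' processed values, with the strict filter and with KO 2 and KO 3 alone (median −0.0682). In cholesterol synthesis 2 of 18 rose, lanosterol synthase Lss (0.88 ± 0.11, adjusted p = 0.00566) and the sterol sensor Insig1 (0.96 ± 0.19, adjusted p = 0.0313), while Nsdhl (−0.66, adjusted p = 0.0932) and Hmgcs1 (−0.77, adjusted p = 0.164) did not pass. Over that list alone 2 were higher and 1 lower. It was not called (camera, adjusted p = 0.581), and its median (−0.04) and mean (0.06) differ in sign. In bile acid synthesis and transport 2 of 23 fell, Cyp8b1, the enzyme that leads to cholic acid (−2.01 ± 0.36, adjusted p = 0.0219), and Cyp7b1. The transporters Abcg5 (0.96, adjusted p = 0.08) and Abcb4 (−0.56, adjusted p = 0.0932) did not pass. Over that list alone 1 was higher and 4 were lower. It was not called (camera, adjusted p = 0.966), with a median of 0.13, a mean of −0.07 and a camera direction of down. The calls of Fads2, Lss and Cyp7b1 held with any 1 array left out, and those of Fads1, Elovl5, Acsl3, Acadl, Insig1 and Cyp8b1 ended without at least 1 of WT 1, WT 2, WT 3, WT 4, KO 2, KO 3 and KO 4 (adjusted p up to 0.119, for Elovl5 without KO 3). Hmgcs1 was called without WT 1 (−1.07), Abcg5 without KO 1 (1.26) and Abcb4 without KO 4 (−0.70).

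Among genes of xenobiotic metabolism 7 of 42 rose and 1 fell. Rises included the glutathione transferases Gsta2 and Gsta4 (0.92 ± 0.13 SE, adjusted p = 0.00865), the methyltransferase Inmt (0.94 ± 0.14, adjusted p = 0.0103) and the carbonyl reductase Cbr1 (0.79 ± 0.13, adjusted p = 0.0182), and the gene that fell, Gstp1, is male-biased and was named after its value was seen. Over the list alone 12 were higher and 2 lower. The list median was 0.21 (camera, adjusted p = 2.09e-05, and 0.365 as the adjusted p with an estimated correlation). In the urea cycle and amino acid catabolism 2 of 26 rose, argininosuccinate synthase Ass1 (0.66 ± 0.11, adjusted p = 0.0182) and the aminotransferase Agxt (0.91 ± 0.18, adjusted p = 0.0298), while Hpd (0.45, adjusted p = 0.0582) and glutamine synthetase Glul (−0.52, adjusted p = 0.078) did not pass. The Glul probe read 4.26 to 4.55 in KO, near the lowest detected signals of those arrays (4.45 to 4.61), so the size of its change is uncertain. Over that list alone 10 were higher and 2 lower, and its median was 0.29 (camera, adjusted p = 8.54e-05, and 0.365 as the adjusted p with an estimated correlation). Among NRF2 antioxidant genes 1 of 18 fell, Osgin1 (−0.87 ± 0.19, adjusted p = 0.0431), and Taldo1 (−0.36), Txn1 (−0.41) and Nqo1 (0.17) did not pass (2 lower over the list alone, list median −0.026, camera adjusted p = 0.283). Among genes that control glycolysis and gluconeogenesis 1 of 21 fell, the glycogen-targeting subunit Ppp1r3c (−1.41 ± 0.31, adjusted p = 0.0431), and Fbp1 (0.46), Gckr (0.42) and Ppp1r3b (0.70) did not pass. Over that list alone 1 was higher and 1 lower, and it was not called (camera, adjusted p = 0.582), with a median of 0.04 and a mean of −0.02. The call of Gsta4 held with any 1 array left out, and those of Gsta2, Inmt, Cbr1, Ass1, Agxt, Osgin1 and Ppp1r3c ended without at least 1 of WT 1, WT 2, WT 3, WT 4, KO 2, KO 3 and KO 4 (adjusted p up to 0.149, for Ppp1r3c without WT 3). Without KO 1 Hpd (0.49) and Fbp1 (0.51) were called and the medians of the xenobiotic and urea cycle lists were 0.34 and 0.44, and without KO 4 the xenobiotic median was 0.085.

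In the circadian clock 1 of 17 measured members rose and 1 fell: Usp2, a deubiquitinase with a daily rhythm, rose by 1.23 ± 0.20 (SE, adjusted p = 0.0157), and the nuclear receptor Nr1d1, a repressor of the clock, fell by 1.49 ± 0.22 (adjusted p = 0.00866). Per2 (0.75, adjusted p = 0.0629) and Clock (−0.41, adjusted p = 0.12) did not pass, and the list was not called (2 higher and 2 lower over the list alone, median 0.22, camera adjusted p = 0.296). Among heat shock genes 1 of 16 rose, the co-chaperone Stip1 (0.92 ± 0.18, adjusted p = 0.0313), while Chordc1 (0.93), Hspd1 (0.50) and Fkbp4 (0.41) did not pass. Over the list alone 6 were higher. The list median was 0.34 (camera, adjusted p = 0.00401, and 0.365 as the adjusted p with an estimated correlation), and its call ended without KO 1 (0.22, adjusted p = 0.0921), with a median of 0.20 without WT 3. In the unfolded protein response 1 of 24 rose, Vldlr, and Atf5 (−0.55), Pdia3 (0.36) and Hsp90b1 (0.32) did not pass (1 higher and 1 lower over the list alone, median 0.11, camera adjusted p = 0.352). Among interferon response genes 4 of 21 fell, Ifi47 (−0.78 ± 0.14, adjusted p = 0.0228), Irf7 (−0.65), Ifi27l2a (−1.66 ± 0.35, adjusted p = 0.0356) and the immunoproteasome subunit Psmb9 (−0.83), with 4 lower over the list alone and a list median of −0.09 that was not called (camera, adjusted p = 0.0655, and 0.365 as the adjusted p with an estimated correlation). The interferon list was called without KO 4 (−0.14, adjusted p = 0.0162), with KO 2 and KO 3 alone (−0.12) and without the detection filter (−0.052), and its adjusted p ranged from 0.0162 to 0.365 over all alternatives. Of 8 genes of MHC II antigen presentation 2 rose, the invariant chain Cd74 (0.63 ± 0.12, adjusted p = 0.0273) and H2-Ab1 (0.60 ± 0.12, adjusted p = 0.0313), while H2-Eb1 (0.53, adjusted p = 0.0521) and H2-DMb1 (0.17) did not pass (3 higher over the list alone, median 0.22, camera adjusted p = 0.00584, and 0.365 as the adjusted p with an estimated correlation). The difference between these lists was not tested. None of 20 proliferation genes was called by limma, with Ccnd1 at 0.68 (adjusted p = 0.063), Ccne1 at 0.35, Birc5 at −0.36 and Tk1 at 0.52 (1 higher over the list alone, 2 at an unadjusted p under 0.05, median 0.07, camera adjusted p = 0.283). None of 23 RNA silencing genes and Snd1 partners was called by limma either, with Dgcr8 at 0.46 (adjusted p = 0.103), Tial1 at 0.30, Khdrbs1 at 0.22 and Tia1 at 0.22 (0 over the list alone, 3 at an unadjusted p under 0.05, median 0.021, camera adjusted p = 0.283). In the serpin A family Serpina6 and the thyroxine-binding globulin Serpina7 (1.08 ± 0.20, adjusted p = 0.0228) rose and Serpina12 fell, of 13 measured, and Serpina3n (−0.81) did not pass. Over that list alone 2 were higher and 2 lower. It was not called (median −0.021, camera adjusted p = 0.86), and camera gave it the direction down where the self-contained test fry gave up. Nr1d1 and Serpina6 kept their calls with any 1 array left out. Usp2 lost its call without WT 3 (adjusted p = 0.0607), and the other calls named here ended without at least 1 of WT 1, WT 2, WT 3, WT 4, KO 2, KO 3 and KO 4 (adjusted p up to 0.126, for Psmb9 without WT 3). Calls gained were those of Atf5 (−0.60), Dgcr8 (0.52), Serpina3n (−1.002) and H2-Eb1 (0.56) without KO 1, Per2 (0.93) and H2-Eb1 (0.63) without WT 4, Chordc1 (1.12) without WT 1 and Hspd1 (0.58) without KO 2, and the MHC II median was 0.34 without KO 1 and 0.12 without KO 4.

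Markers of cell types that a piece of liver can hold were examined for the bulk tissue as lists. None of 19 hepatocyte markers was called by limma, among them Apoc3 (−0.51), Apoa2 (0.15), Foxa3 (0.18) and Alb (0.16, with a probe at 4.63 in WT, near the detection limit and so not a measure of this abundant transcript), 0 had an unadjusted p under 0.05, and their median was 0.05 (camera, adjusted p = 0.391). None of 17 Kupffer cell and macrophage markers was called by limma (1 lower over the list alone, 7 lower at an unadjusted p under 0.05), but 16 of the 17 were below 0, with Folr2 at −0.65 (adjusted p = 0.0523), C1qb at −0.52, Aif1 at −0.66 and C1qa at −0.43, and a median of −0.39 (camera, adjusted p = 5.58e-05, and 0.365 as the adjusted p with an estimated correlation). All 14 stellate cell and fibroblast markers were above 0 and 2 rose, the matrix glycoprotein Sparc (0.79 ± 0.11 SE, adjusted p = 0.00623) and smooth muscle actin Acta2 (1.03 ± 0.23, adjusted p = 0.0423), while Reln (0.41) and Col6a1 (0.40) did not pass. Over the list alone 4 were higher. Their median was 0.26 (camera, adjusted p = 1.09e-04, and 0.0966 as the adjusted p with an estimated correlation). Of 19 markers of sinusoidal endothelium none was called, with Lyve1 at 0.96 (adjusted p = 0.104), Tek at 0.38, Stab2 at −0.24 and Oit3 at 0.39 (0 over the list alone, 2 higher and 1 lower at an unadjusted p under 0.05, median 0.10, camera adjusted p = 0.393). Few markers of other types were measured, and none was called by limma: 3 of cholangiocytes (1 higher and 1 lower over the list alone and at an unadjusted p under 0.05, Krt23 at 1.55, Sox9 at −0.41 and Cldn7 at 0.04, camera adjusted p = 0.758), 4 of lymphocytes (0 by either count, Prf1 at −0.29, Ccl5 at −0.22, Cd79b at 0.23 and Cd8b1 at 0.10, camera adjusted p = 0.74), 6 of erythroid cells (0 by either count, Alas2 at −0.27, Klf1 at −0.26, Fech at 0.32 and Hba-a1 at −0.40, camera adjusted p = 0.581) and 4 of pancreas and adipose tissue (2 lower by either count, Cela1 at −1.36, Cela2a at −0.91, Ctrl at 0.18 and Lep at 0.03, camera adjusted p = 0.283). Leaving out any of WT 2, WT 3, WT 4, KO 2, KO 3 and KO 4 ended the call of Acta2 (adjusted p up to 0.145, without WT 3), and none ended that of Sparc. Without KO 1 Folr2 (−0.64), Lyve1 (1.18), Tek (0.47), Oit3 (0.59), Krt23 (1.82) and Cela1 (−1.72) were called, and without WT 1 Folr2 (−0.80), C1qb (−0.68), Lyve1 (1.17) and Cela2a (−1.19).

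Genes that lie near Snd1 on chromosome 6 were examined because DNA of the stem cells used for targeting can remain around the locus. Of 17 measured neighbours 3 fell and 0 rose: the GTPase Arf5 (−0.59 ± 0.11 SE, adjusted p = 0.0227), the secreted BMP modulator Kcp (−0.84 ± 0.16, adjusted p = 0.0264) and the transcription factor Irf5 (−0.69 ± 0.14, adjusted p = 0.0339), while Tspan33 (−0.70 ± 0.18, adjusted p = 0.0684) did not pass. Over the list alone 1 was higher and 4 were lower. The list median was −0.12 (camera, adjusted p = 0.0291, and 0.365 as the adjusted p with an estimated correlation), and its call ended without WT 1, KO 1 or KO 4 (adjusted p up to 0.0979), with a median of −0.19 without WT 4 and −0.18 without KO 2. It also ended with median scaling (−0.18), without the detection filter (−0.031) and with KO 2 and KO 3 alone (−0.12). The calls of the 3 genes ended without at least 1 of WT 2, WT 3, WT 4, KO 2, KO 3 and KO 4 (adjusted p up to 0.114, for Irf5 without KO 3).

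**Figure D3:**
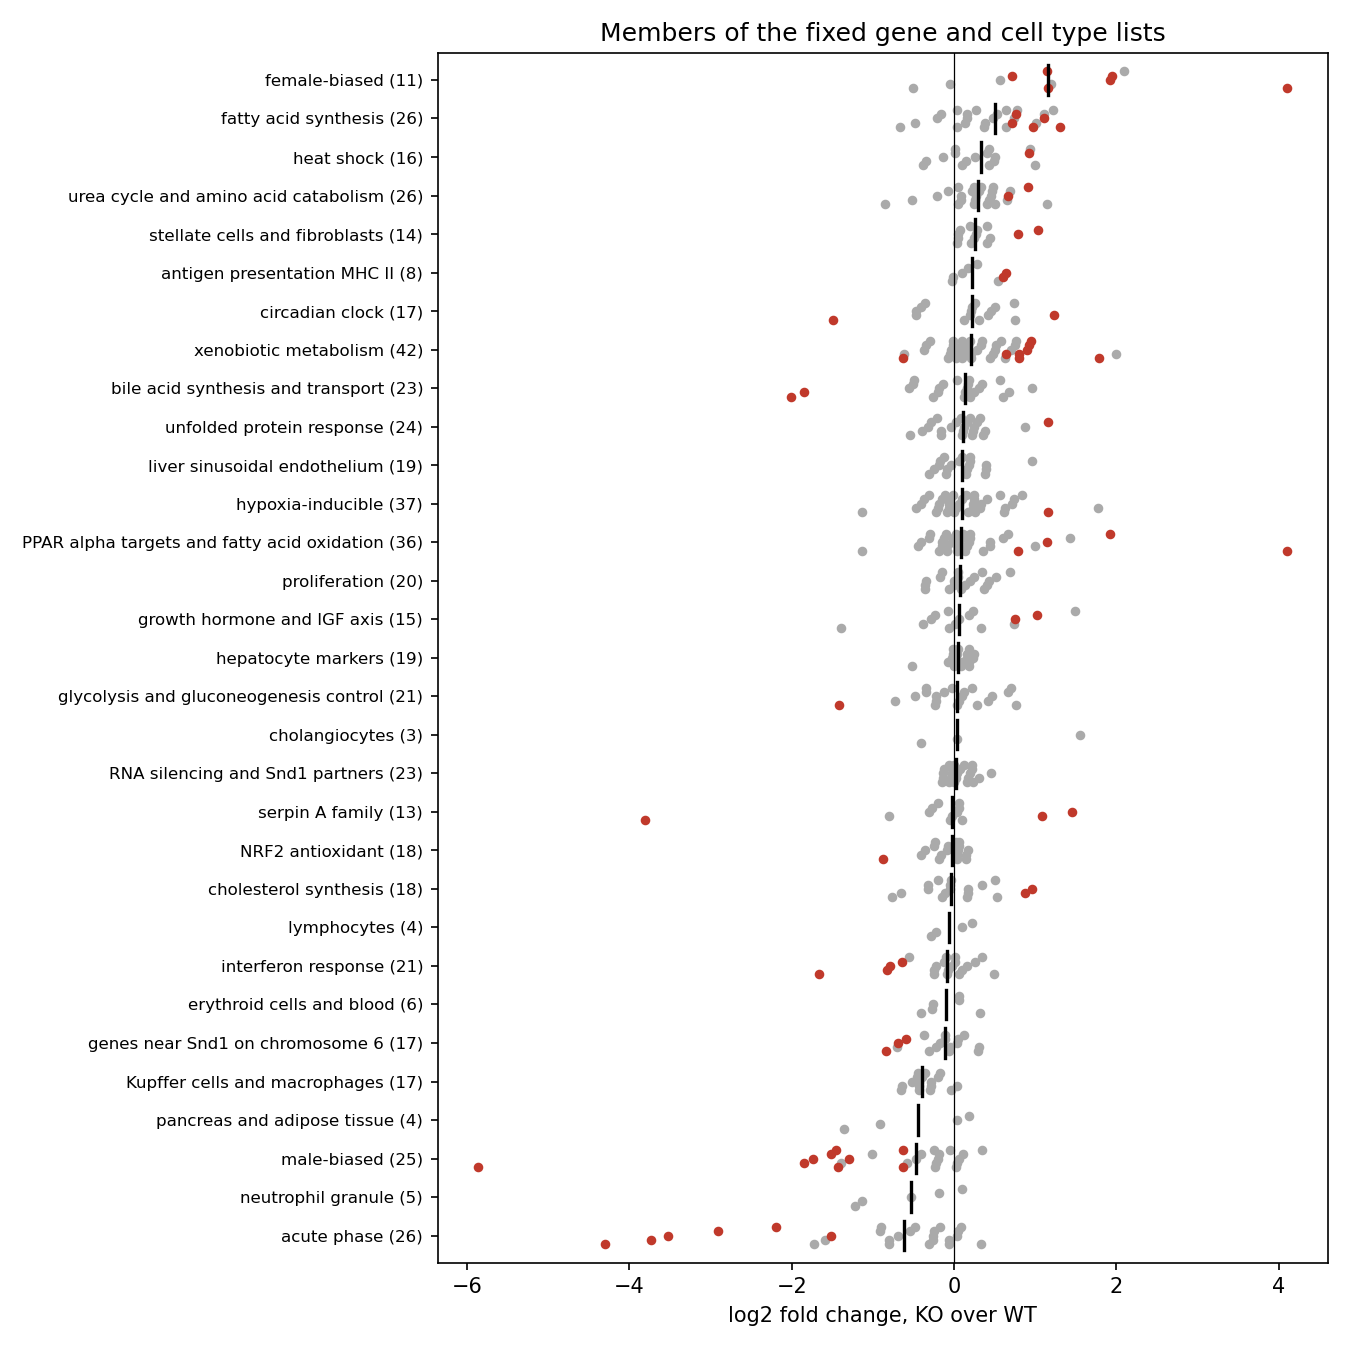
Log2 fold change (KO over WT) of each measured member of the 31 fixed lists, 1 point per gene, red where the adjusted p is under 0.05 and grey otherwise, with the list median as a black bar and the number of members in brackets. Among members above the detection filter the female-biased list has the highest median (1.16, but 0.079 without the filter) and the acute phase list the lowest (−0.62).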

Values the study reported

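The study reported that 20 genes were lower and 8 genes were higher in the livers of knockout mice, by more than 2-fold and with p < 0.05. It gave a correlation of R = 0.88 between its array and its sequencing results over 101 genes with altered expression.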

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

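The tests of the sex-biased lists in their own paragraph below were chosen after the result was seen, and so was the count of probes without a gene name, while the comparison of Snd1 neighbours and the splits of the arrays were written down before their results. Each measured gene and list named in the text was examined for an array that lies far from the other 3 of its group. Of 318 such groups of 4 arrays 15 held one, where about 1 in 20 (15.9) arise by chance, so the single values below carry little weight as a set. On the log2 scale WT 1 read 7.659 for Moxd1 (others 10.62 to 11.20), 6.487 for Folr2 (others 7.07 to 7.15) and 7.984 for the median of the circadian clock list (others 7.71 to 7.75). KO 1 read 8.213 for Lcn2 (others 5.59 to 5.74), 11.29 for Cyp7b1 (others 10.67 to 10.71), 4.791 for Mmp9 (others 4.48 to 4.52), 6.773 for Psmb9 (others 7.09 to 7.12) and 6.314 for Lyve1 (others 7.13 to 7.22). WT 4 read 9.453 for Saa3 (others 7.19 to 7.54), 10.53 for Fkbp4 (others 10.31 to 10.34) and 7.023 for H2-Eb1 (others 6.59 to 6.66), and WT 3 read 4.945 for Tia1 (others 4.64 to 4.69). KO 4 read 9.919 for Fads2 (others 9.30 to 9.36) and 5.877 for Txn1 (others 6.24 to 6.31), and KO 3 read 4.55 for Glul (others 4.26 to 4.30, all near the detection limit). Of 667 probes above the filter that carry no gene symbol in the annotation, 31 differed between KO and WT at an adjusted p under 0.05, with 17 higher and 14 lower.

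Male-biased genes were lower and female-biased genes higher in KO livers: the mean of the female-biased list minus that of the male-biased list was −3.62 ± 0.36 (SD) in WT and −1.49 ± 0.18 in KO (exact permutation p = 0.0286, the smallest that 4 against 4 arrays can give), a difference of 2.13 whose size depends on the detection filter: it was 1.31 without it, and 1.80 over members detected on all 4 WT arrays. Female livers among the KO samples are excluded, as the Y-linked Eif2s3y was detected on 4 of 4 KO arrays and Xist on 0. The dimmer signal of KO 1 and KO 4 is excluded as the whole cause, because KO 2 and KO 3, as bright as WT, differed from WT by 2.23 (1.37 without the filter, and 1.88 over members detected on all 4 WT arrays). Less growth hormone and STAT5 signalling in KO cannot be told apart from none, since its targets Igf1 (−0.38), Igfals (−0.06), Socs2 (0.01) and Cish (1.48) had a mean log2 fold change of 0.26 (95% interval −0.55 to 1.07) over only 4 genes. A hepatic effect of Snd1 loss on sex-biased expression stays open, as do age within 8 to 12 weeks and housing, which were not tested. The study used littermates of heterozygous pairs, without saying which arrays share a litter. It also reported lower body, liver and testis weights in KO mice, and a link of these to sex-biased expression was not tested either.

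Genes beside Snd1 were called more often than other genes: of the 20 tested on each side 4 fell, Arf5, Kcp, Irf5 and Wnt2 (−0.91, adjusted p = 0.0473, named after its value was seen), while 23 of the 40 were below 0 and 17 above. The share called (10%) exceeded that of the other genes (2.50%, Fisher p = 0.0179), which is consistent with DNA of the targeted stem cells kept around the locus. Of all windows of 40 neighbouring tested genes, 3.21% held as many called genes, and the fullest held 6. Every window holds the same number of genes and the windows overlap, so this comparison does not test gene density. An effect of the deletion on its neighbours, or of a stem cell variant under a probe, predicts the same pattern and stays open. The calls of Arf5, Kcp and Irf5 ended without at least 1 of WT 2, WT 3, WT 4, KO 2, KO 3 and KO 4 (adjusted p up to 0.114).

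The 8 arrays can be split into 4 and 4 in 35 ways, and each result was compared with that of the other splits. For 6 results only 1 split, the real one, gave a result as large. They were the count of changed genes (207, highest other 1), genes higher (96, highest other 1) and genes lower (111, highest other 1). The others were the camera p of the acute phase list (2.68e-10, smallest other 4.30e-10), the male-biased list (1.54e-10, smallest other 5.51e-09) and the female-biased list (4.74e-09, smallest other 2.13e-06). A share of 1 in 35 is the smallest that these splits can give, so they do not exclude chance. The 3 counts are parts of 1 result, and no other split came near them. The log2 change of Snd1 was also largest in 1 split, the real one (2.59, highest other 1.33), but it is the targeted gene, so this says nothing about chance. The acute phase and the 2 sex-biased lists were fixed after reading the study, which names or shows members from these arrays, so for them the splits are no independent evidence. The acute phase margin is slight, and the calls of the acute phase and male-biased lists are lost with an estimated correlation (adjusted p = 0.0966 for each). For the other lists examined the real split did not stand alone. As small a camera p came from 2 splits for stellate cell markers (2.81e-05, smallest other 2.03e-05) and for genes near Snd1 (0.0113, smallest other 6.77e-04), 3 for fatty acid synthesis (4.50e-08, smallest other 3.69e-09), 5 for the urea cycle (1.93e-05, smallest other 9.79e-10) and 6 for xenobiotic metabolism (3.38e-06, smallest other 4.30e-11) and MHC II (0.00188, smallest other 1.82e-07). It came from 7 splits for hypoxia-inducible genes (0.0242, smallest other 6.12e-04), 8 for neutrophil granule genes (0.0442, smallest other 0.00350), heat shock genes (0.00116, smallest other 2.14e-07) and Kupffer cell markers (1.08e-05, smallest other 1.33e-11), and 12 for PPAR alpha targets (0.0105, smallest other 1.04e-15).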

How the results depend on the processing

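The alternatives with KO 2 and KO 3 alone, with WT 1 and KO 1 left out together, with every probe of the authors' processed values, and with members detected on all 4 WT arrays were chosen after the result was seen. Of 58 called named genes 14 kept their call in every alternative that tested them, and 0 changed direction. Of 70 named genes not called, 24 were called with some 1 array left out. The count of 207 changed genes stayed within 1.5 times under the other background corrections, cyclic loess, the authors' processed values, the mean of probes, every probe for itself, the strict filter, and the trend with a robust prior. The genes themselves were less stable. Of the 207, 173 were called with an offset of 50, 156 without background correction and 151 with the authors' processed values. Shared calls were 175 with the strict filter, 186 with the mean of probes, 201 with the trend and 203 with cyclic loess. Except where a cause is named, the cause of the differences below was not tested. With median scaling 97 genes changed (14 higher, 83 lower), and 83 of them were among the 207. Under it list medians turned to −0.00024 (hypoxia), −0.09 (growth hormone and IGF axis), −0.0503 (PPAR alpha), −0.053 (bile acids), −0.0599 (gluconeogenesis), −0.0018 (unfolded protein response), −0.010 (RNA silencing), −0.077 (hepatocytes) and −0.0073 (sinusoidal endothelium). Cyclic loess turned Lep to −0.0010 and NRF2 genes to 0.0060. Without a detection filter 96 of 16593 genes changed (46 higher, 50 lower), where more genes enter the adjustment, the medians of female-biased (1.16 to 0.079) and neutrophil granule genes (−0.53 to −0.0099) came near 0 as genes under detection entered the lists, and those of cholangiocyte (−0.0034) and erythroid markers (9.21e-06) turned. The strict filter turned gluconeogenesis to −0.07 and serpin A genes to 0.0089. With a replicate block 92 genes changed (41 higher, 51 lower). The sources do not say if arrays with the same replicate number form pairs. Correlations within a number were −0.088 to 0.117, which does not settle it, so pairing stays open. A block for the chip was not run, since no chip is named. With array weights 2190 changed (1098 higher, 1092 lower), with weights from 0.256 (KO 1) to 4.80 (KO 3), and Cldn7 and the cholangiocyte median (−0.058), Lep (−0.15) and cholesterol synthesis (0.029) turned.

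With KO 2 and KO 3 alone against WT 157 genes were higher and 140 lower, and Cldn7 and the cholangiocyte median (−0.052), Lep (−0.10), PPAR alpha (−0.0682), gluconeogenesis (−0.073), serpin A (0.0026), lymphocytes (0.10) and erythroid markers (0.021) turned. Without WT 1 and KO 1 together 556 changed (303 higher, 253 lower), the hypoxia (0.17, adjusted p = 0.0145, range over alternatives 0.0145 to 0.365) and neutrophil lists (−0.62, adjusted p = 0.0431, range 0.0431 to 0.365) were called, as were pancreas and adipose markers (−0.59), and Lep (−0.11) and cholesterol synthesis (0.015) turned. Other thresholds gave 106 genes (42 higher, 64 lower; unadjusted p and over 2-fold), 70 (24 and 46; adjusted p and over 2-fold) and 39 (14 and 25; adjusted p under 0.01), and every probe of the authors' processed values 19 (6 and 13) adjusted and 55 (22 and 33) unadjusted, both over 2-fold. With an estimated correlation the acute phase (median −0.62) and male-biased lists (−0.47) were no longer called (adjusted p = 0.0966 for each, ranges over alternatives 1.90e-14 to 0.0966 and 8.33e-15 to 0.0966).

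Leaving out 1 array at a time, the changed count ranged from 41 to 522 (14 to 288 higher, 27 to 234 lower). Values that turned sign ranged from −0.044 to 0.10 (Lep), −0.0597 to 0.11 (Cldn7 and the cholangiocyte median), −0.016 to 0.19 (Cd8b1), −0.040 to 0.11 (growth hormone and IGF axis), −0.043 to 0.033 (cholesterol synthesis), −0.087 to 0.097 (gluconeogenesis), −0.011 to 0.091 (RNA silencing), −0.079 to 0.063 (serpin A) and −0.17 to 0.016 (lymphocytes), and hypoxia-inducible genes ranged from 0.012 to 0.16. Signal over background limits the rest: dim probes show compressed folds.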

Other observations

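The tests of the histone genes, the clock genes, the overlap of the lists and the nearest KO array were chosen after the result was seen. Replication-dependent histone genes, whose transcripts lack poly(A) tails in dividing cells, were lower in KO livers. Of 30 tested 29 were below 0, with a median log2 fold change of −0.51, and 5 fell by limma (H4c8, H4c9, H4c12, H4c18 and H2ac21) and 0 rose. The 25 that were not called had a median of −0.44 (camera p = 3.04e-10, and p = 0.0522 with an estimated correlation), so a shift of the whole class is a candidate explanation, with the limit that probes for these near-identical genes can bind each other's transcripts and so are not independent. On KO 2 and KO 3, as bright as WT, the class mean was 0.46 lower than in WT (difference −0.46), but KO 2 (7.14) lay within 1 SD (0.15) of the lowest WT array (7.28), so an effect of the dimmer KO 1 and KO 4 on the size of the change cannot be told apart. Fewer dividing cells in KO cannot be told apart either, as the proliferation list mean was 0.10 higher in KO (exact permutation p = 0.4).

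Of the 11 measured female-biased genes 3 are also PPAR alpha targets (Cyp4a14, Acot3 and Acot4), and all 3 rose. The other 8 had a median log2 fold change of 0.94, and 3 of them rose (Cyp17a1, Vldlr and Fmo1, the last named after its value was seen). The 33 PPAR alpha targets outside the female-biased list had a median of 0.04, and 1 of them rose (Acadl, by 0.79 with the probe used and 0.29 with a further kept probe). KO 1 was the KO array nearest to the WT mean for 108 of the 207 called genes (52.2%, where an even share is 25%), against 44 for KO 2, 26 for KO 3 and 29 for KO 4.

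A later clock phase in KO livers, by time of collection or by genotype, may lie behind the changes of Nr1d1 and Usp2. Without these 2 genes the mean of 7 evening genes minus that of 2 morning genes was 0.51 higher in KO, but the lowest KO value (0.13) lay under the highest WT value (0.51), and the exact permutation p was 0.2, so this cannot be told apart from no shift of phase. The difference rests mainly on the evening genes, whose log2 fold changes ran from 0.13 (Nr1d2) to 0.75 (Per2). The 2 morning genes moved in opposite directions (Clock −0.41, Nfil3 0.30).

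The study states its counts with p alone, while its figure of these genes marks adjusted p, so both kinds are given here. The fold scale also differs. The log2 fold change of Snd1 was −2.59 on the background-corrected scale used here and −1.07 with the authors' processed values. A 2-fold threshold is therefore not alike on the 2 scales, and counts of probes are not counts of genes. At an unadjusted p under 0.05 and over 2-fold, 42 genes were higher and 64 lower here, and the authors' processed values, taken probe by probe, gave 22 higher and 33 lower. These counts exceed those that the study quotes in both directions. At an adjusted p under 0.05 and over 2-fold, 24 genes were higher and 46 lower here. These counts also exceed those that the study quotes. With the authors' processed values, probe by probe, 6 were higher and 13 lower at those thresholds. These counts lie below those that the study quotes in both directions.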
